A study of Mus musculus with 12 samples. Its data were reported in "Human β-defensin 3 affects the activity of pro-inflammatory pathways associated with MyD88 and TRIF" (2011).

How the data were processed

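RNA from mouse bone marrow-derived macrophages was measured on Illumina MouseWG-6 BeadChip expression arrays, with 12 arrays in 4 groups of 3. The groups were untreated cells, cells given human beta-defensin 3 (hBD3, an antimicrobial peptide of skin and mucosa), cells given Kdo2-lipid A (KLA), and cells given KLA plus hBD3. KLA is the lipid A of bacterial lipopolysaccharide with its attached Kdo sugar, and activates Toll-like receptor 4. The series design describes 3 biological replicates per condition. Each array was placed in a group by its treatment label. The labels give the hBD3 dose as 5 mg/ml, where the study's methods give it in micrograms per ml, and give no dose of either agent for KLA plus hBD3. The titles of KLA replicates 2 and 3 also carry the word HBD3, so a setting that took KLA replicate 1 alone as the KLA group was planned before the data were examined. A single array has no spread of its own, so that setting takes it from the other groups. Its counts of called probes therefore do not test the labels.

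The deposited table of signals before normalization holds the probe intensity on a linear scale for each array, as exported by the authors from the scanner software, with no value at or below 0. Beside each intensity, the deposited table gives a detection p-value against negative control beads. The authors also gave a table of normalized intensity values on a linear scale, which they made by quantile normalization across the 12 arrays. Each of the 12 columns of the table before normalization, once quantile normalized here, equalled a single sample of the normalized table for 100% of its probes within a tolerance of 0.1%, and the group read from its heading was the same in all 12. The headings name LPS, hBD3, both or no agent, and LPS was read as KLA, the only such agent of the series. Those of KLA replicates 2 and 3 name no hBD3. The versions of the authors' tools were not stated.

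The analysis used log2 of the quantile-normalized intensity of all 45281 probes. A total of 34885 probes named a single gene, 18 named several and 10378 named none. These probes covered 19057 genes. The gene identifiers of 34807 probes matched the reference table of gene names, and 0 symbols changed through it. A probe counted as detected in an array at a detection p-value under 0.01, and 14495 probes of 8271 genes were detected in all arrays of at least 1 group. The number of arrays limits the precision of each value.

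A group-means model was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3, with 8 residual and 3.66 prior degrees of freedom, and tests were two-sided. The p-values were adjusted by the method of Benjamini and Hochberg over all probes of a comparison. A probe was called at an adjusted p under 0.05. The 5 comparisons were KLA with untreated, KLA plus hBD3 with untreated, hBD3 with untreated, KLA plus hBD3 with KLA, and the interaction, which is the effect of hBD3 with KLA minus its effect without KLA. Standard errors (SE) are those of limma, and SD is the standard deviation between arrays. Comparisons that share the same arrays are not independent.

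Genes were named by a rule fixed before the data were examined. Each gene was read from the probe with the highest mean signal among probes naming it alone, and genes without a probe detected in all 3 arrays of at least 1 group were not ranked. The rule took the called genes with the largest rise and fall, 12 each way for KLA with untreated and for KLA plus hBD3 with KLA, and 8 each way for KLA plus hBD3 with untreated and for the interaction. For hBD3 alone it took the genes called and, since there were so few, up to 4 each way with the smallest p. It also took up to 4 members of each gene list and every gene of the list the study names. Genes chosen after their values were seen are pointed out. Where no array of a group detected a probe, each array's value was replaced by the lowest signal of any detected probe in that array if that was higher, and the change is given as at least that many fold. No fold is given where neither group detected the probe.

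The gene lists and cell type markers, 32 in all, were written before the data were examined. Of the genes on them, 65 had no probe naming them. The lists were tested with camera of limma at a preset correlation of 0.01, with p-values adjusted over the 32 lists of a comparison, and again with an estimated correlation and with fry, which asks whether members move on balance one way without reference to other genes. Counts of members called are over all probes unless given as adjusted over the list alone. The lists share members. Of the 21 measured cytokines 4 stood on another list, as did 1 chemokine, 4 Toll-like receptor pathway genes, 3 co-stimulation genes, 2 receptors proposed for hBD3, 5 housekeeping genes, all 10 genes the study names and 1 each of the feedback, effector, glycolysis, oxidative phosphorylation, lysosome, alternative activation, ribosomal and neutrophil lists. The other lists had 0 members on another list.

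The spread of the log2 fold changes is their SD over all probes. The retained share is the slope through the origin of the log2 fold changes of KLA plus hBD3 on those of KLA, both against untreated, over probes called with KLA. The reference for shared untreated arrays came from 100 simulations of unchanged groups with the spread of each probe. These simulations, and those of a single factor, drew noise for each probe and array independently. Deviations shared by arrays of the same number were not simulated.

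Settings planned before the data were examined were background correction with normalization by neqc (offset 16), centring each array on its median, detected probes only, 1 probe per gene, a replicate block, array weights, eBayes with trend and robust, only the arrays of the groups compared, KLA replicate 1 alone, stricter thresholds and leaving out each array of the groups compared in turn. Since the normalized table equals the quantile-normalized signals, the planned comparison of these gave the same values. The study's methods give 2 BeadChips for these arrays. A BeadChip block was planned but could not be run, because the chip of each array is not given in the sources used. The replicate numbers were taken to pair the arrays, since the study describes the treatments as done on separate mice and the headings number the 12 arrays in 3 sets of 4, each with every group, that equal the replicate numbers. Neither source says that a set is a mouse. In deviations from the group means, all 3 pairs correlated above 0.1 between KLA and untreated (0.306 to 0.679), between hBD3 and untreated (0.262 to 0.698) and between KLA and hBD3 (0.611 to 0.760), while between KLA plus hBD3 and each other group 1 of 3 pairs did. Among KLA, untreated and hBD3, replicate 1 of a group and replicate 2 of another also correlated, at 0.201 to 0.481. Deviations cancel within a group, so a shift shared by the replicate 3 arrays raises all these values. Such a shift raises equal and unequal numbers of replicates 1 and 2 alike. In every pair of groups, same-numbered replicates 1 and 2 correlated more highly than replicate 1 did with replicate 2. For KLA and untreated the values were 0.450 and 0.306, against 0.201 and 0.258. KLA plus hBD3 replicate 3 correlated best with replicate 3 of no other group. Equal numbers thus went with shared deviations in replicates 1 and 2, and the correlations cannot tell whether a set is a mouse. A replicate block is given beside a result where it changes a call or a count by over 1.5 times, a reading made after the counts of both fits were seen. Chosen after seeing the data were a fit of 9 arrays without replicate 3 of KLA, untreated and hBD3, the gene lists, their retained shares, the named genes and a single factor after median centring, a block in the 9 arrays of KLA, untreated and hBD3, an interaction with undetected signals raised to the lowest detected signal, a retained share corrected for shared noise, and a fit of the named genes on only the 2 groups compared. The scaling settings moved the median log2 fold change of all probes by less than 0.1. They equalize the medians of the arrays, which keeps this value small by construction. Medians of gene lists moved further. With KLA plus hBD3 against untreated cells, that of ribosomal protein genes went from -0.14 to -0.74 with median centring. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the figures.

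The pipeline was tested on simulated data in which 67 probes were changed by 1 on the log2 scale. It called 59 of them for KLA with untreated, 61 for KLA plus hBD3 with untreated, 56 for hBD3 with untreated, 61 for KLA plus hBD3 with KLA and 46 for the interaction. Of 67 probes changed by 0.5, it called 38, 33, 23, 30 and 13 in the same order.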

Results

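Gene expression was measured in macrophages grown from the bone marrow of Balb/c mice in 20 ng/ml M-CSF, the growth factor that drives marrow precursors to become macrophages. Untreated cells, cells with hBD3, cells with 50 ng/ml KLA and cells with KLA plus hBD3 were compared after 6 h, with 3 arrays in each group. Across the 12 arrays, between 12363 and 15629 of the 45281 probes were detected above background. The mean number was 14993 ± 555 (SD, n = 3) in untreated cells, 14671 ± 314 with hBD3, 12995 ± 606 with KLA and 13705 ± 1068 with KLA plus hBD3. Median signal before normalization was 62.2 ± 2.62 in untreated cells, 61.0 ± 1.61 with hBD3, 52.1 ± 2.15 with KLA and 54.2 ± 4.03 with KLA plus hBD3 (SD, n = 3). Mean signal spanned 260 to 365 in untreated arrays, 255 to 278 with hBD3, 185 to 230 with KLA and 177 to 241 with KLA plus hBD3. At most 34.5% of probes were detected in an array, so array medians lay among undetected probes. Median centring thus aligns background and leaves differences in brightness of detected probes in the values. Whether these differences came from the cells or the arrays was not tested. Within a group, log2 signals of any pair of arrays correlated across probes at 0.969 to 0.993. The replicate 3 arrays of KLA, untreated and hBD3 departed from their group means together, with correlations across probes of 0.679 to 0.760. Stromal cell markers, genes of fibroblast-like cells, averaged 7.78 on the log2 scale in hBD3 replicate 3, against 6.48 and 6.18 in the other hBD3 arrays and 6.13 to 6.39 in untreated cells.

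The comparison of KLA with untreated cells gives the response to a Toll-like receptor 4 ligand on which the action of hBD3 was tested. The genes with the largest rise included cytokines and chemokines. Il1a, an early inflammatory cytokine, rose at least 153-fold (adjusted p = 1.17e-05), and Il12a, which encodes a subunit of interleukin-12, at least 96.5-fold (adjusted p = 3.22e-07). The neutrophil attractants Cxcl2 and Cxcl1 rose by 7.11 ± 0.73 and 6.65 ± 0.75 on the log2 scale (SE, n = 3 per group), with adjusted p = 2.72e-05 and 5.86e-05. Cx3cr1, the fractalkine receptor, fell by 4.24 ± 0.17 (adjusted p = 3.22e-08).

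Among the other genes with the largest rise were Cd40, a co-stimulatory receptor (5.60 ± 0.53), Il4i1, an amino acid oxidase (5.17 ± 0.32), and Tnf (5.04 ± 0.50, adjusted p = 2.14e-05). Brakes on signalling rose as well, namely Socs3, an inhibitor of cytokine receptor signalling (5.29 ± 0.19, adjusted p = 1.99e-08), and Dusp2, a phosphatase of MAP kinases (5.12 ± 0.28). The cytokine gene Il27, the vasoconstrictor Edn1 and the signalling inhibitor Cish, undetected in untreated cells, rose at least 39.4-fold, 33.2-fold and 25-fold (adjusted p = 4.83e-08, 2.28e-07 and 4.83e-08). The largest falls after Cx3cr1 were those of Zfp36l1, an RNA-binding protein that promotes mRNA decay (-4.08 ± 0.13), the sialyltransferase St6gal1 (-3.94 ± 0.14), the nucleotide receptor P2ry6 (-3.68 ± 0.21), the stress regulator Sesn1 (-3.64 ± 0.15) and the RNA-editing enzyme Apobec1 (-3.36 ± 0.19). Tmem86a (-3.30 ± 0.16), Ypel3 (-3.28 ± 0.21), the endolysosomal channel Tpcn1 (-3.25 ± 0.16), the pyridoxal kinase Pdxk (-3.22 ± 0.16) and Zdhhc14 (-3.09 ± 0.14) fell too. The cannabinoid receptor Cnr2 fell at least 6.96-fold, to below detection with KLA (adjusted p = 4.23e-08). The 12 genes with the largest fall had adjusted p between 1.47e-08 and 5.78e-07.

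The inflammatory gene groups rose with KLA. Of 21 inflammatory cytokines 18 rose and 0 fell (20 adjusted over the list alone; 20 at an unadjusted p under 0.05), with a median log2 change of 2.64, the same with undetected members at their bound (camera adjusted p = 4.48e-19). Of 23 effector enzymes and secreted proteins, such as the siderophore-binding Lcn2 (4.25), the histamine-forming enzyme Hdc (4.20) and the collagenase Mmp13 (4.08), 20 rose (20 adjusted over the list alone), with a median of 2.11 (2.20 with bounds, adjusted p = 1.21e-17). Of 20 NF-kB subunits and regulators 17 rose (17 adjusted over the list alone). Their median was 1.38 (1.35 with bounds, camera adjusted p = 2.62e-14). Among them were Nfkbiz (3.56) and the inhibitors Zc3h12a (2.89) and Tnfaip3 (2.42). Of 19 chemokines 14 rose (15 adjusted over the list alone), including Ccl4 (4.03) and Ccl3 (3.81), with a median of 1.57 (2.11 with bounds, adjusted p = 1.47e-08). Of 26 feedback and immediate early genes 16 rose and 5 fell (18 and 5 adjusted over the list alone), with Gadd45b at 3.38 and a median of 0.78 (1.03 with bounds, adjusted p = 1.56e-06). Of 29 Toll-like receptor pathway genes 14 rose and 3 fell (14 and 3 adjusted over the list alone), with Irak3 at 2.13, Map3k8 at 1.69 and Tlr6 at 1.56 and a median of 0.38 (0.46 with bounds, adjusted p = 2.33e-05), where median centring gave 7 higher, 3 lower and a median of 0.01 (adjusted p = 0.0991). Of 47 interferon-stimulated genes 28 rose (29 adjusted over the list alone), such as Gbp5 (3.58), Oasl1 (2.86), Isg15 (2.65) and Rsad2 (2.55), with a median of 0.94 (0.99 with bounds, adjusted p = 1.92e-11, and adjusted p = 0.221 with an estimated correlation). With median centring 15 interferon-stimulated genes were higher, with a median of 0.42, and 11 feedback genes, with a median of 0.34. The 9 list calls that held with an estimated correlation were the cytokines, chemokines, Toll-like receptor pathway, NF-kB, feedback, effector and study-named genes, which rose, and the lysosome and macrophage genes, which fell. With median centring only the effector list held with an estimated correlation (adjusted p = 0.031).

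All 10 measured genes that the study names rose with KLA, over all probes and adjusted over the list alone, with a median of 2.25 (2.24 with bounds, camera adjusted p = 1.76e-11). The study names these genes in the paper that reports these samples, so their count is not treated as independent evidence. Besides Il12a, Cd40 and Tnf these were Il6 (at least 8.99-fold, adjusted p = 1.75e-06), Ifnb1 (at least 3.67-fold, adjusted p = 8.37e-06), Ccl5 (2.37), Irak2 (2.10), the co-stimulatory ligand Cd86 (1.86), the adaptor Myd88 (0.88) and Tlr2 (0.32 ± 0.10, adjusted p = 0.0484). The call of Tlr2 was lost without KLA replicate 1, 2 or 3 (adjusted p = 0.0853, 0.0961 and 0.132) and without untreated replicate 2 or 3 (0.148 and 0.135), with neqc (0.0572), with a replicate block (0.0596) and with median centring (0.588).

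Several groups of resting macrophage function fell with KLA. Of 25 lysosome and phagosome genes 13 fell and 0 rose (16 and 1 adjusted over the list alone; 18 at an unadjusted p under 0.05), with a median of -0.45, the same with bounds (camera adjusted p = 2.63e-07). Among them were the proton pump subunit Atp6v1a (-1.80), the protective protein Ctsa (-1.17), the cholesterol carrier Npc2 (-1.15) and Tfeb, the transcription factor of lysosomal genes, which fell at least 1.89-fold (adjusted p = 7.31e-05). Of 17 macrophage markers 11 fell and 1 rose (12 and 2 adjusted over the list alone), with a median of -0.98, the same with bounds (adjusted p = 9.11e-05), including the M-CSF receptor Csf1r (-1.78) and the complement gene C1qc (-1.43). Of 36 oxidative phosphorylation genes 10 fell and 1 rose (14 and 1 adjusted over the list alone), with a median of -0.33 (-0.34 with bounds, adjusted p = 0.000213, and adjusted p = 0.292 with an estimated correlation), such as Atp5a1 (-1.07) and Sdhb (-0.79). Of 33 cell cycle genes 10 fell and 1 rose (11 and 2 adjusted over the list alone), with a median of -0.30 (-0.23 with bounds), E2f1 at -1.10 and Tyms, which makes thymidylate, at 1.31. With median centring 17 lysosome genes were lower with a median of -0.91, 20 oxidative phosphorylation genes with -0.66 and 15 cell cycle genes with -0.59. The cell cycle call (adjusted p = 0.00428, and adjusted p = 0.412 with an estimated correlation) was lost without untreated replicate 1 (adjusted p = 0.0622). Of 20 alternative activation genes 7 fell and 1 rose (7 and 3 adjusted over the list alone, camera adjusted p = 0.0527), among them the lipid regulator Pparg (-2.12), the lipid receptor Trem2 (-1.51) and the scavenger receptor Stab1 (-1.47). The median of this list was -0.11, and -0.60 with bounds.

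Some groups moved both ways. Of 24 co-stimulation and antigen presentation genes 10 rose and 5 fell (10 and 5 adjusted over the list alone), with Cd69 at 4.11, the checkpoint ligand Cd274 at 2.77 and Slamf1 at least 3.76-fold higher (adjusted p = 6.13e-07). The median of this list was 0.11 (0.16 with bounds) and turned to -0.14 with median centring. Its call (adjusted p = 0.0457, and adjusted p = 0.292 with an estimated correlation) was lost without KLA replicate 1 or 2 (adjusted p = 0.0606 and 0.0799), with neqc (0.0675) and with a replicate block (0.083). Of 17 cholesterol synthesis genes 6 rose and 1 fell (9 and 1 adjusted over the list alone), with Hsd17b7 at 1.45, Fdps at 0.96 and Dhcr7 at -1.13. Their median was 0.35, the same with bounds, and -0.08 with median centring, where 0 were higher and 2 lower (camera adjusted p = 0.00801, adjusted p = 0.347 with an estimated correlation, and 0.778 with median centring). Of 18 NOD-like receptor and inflammasome genes 8 rose and 4 fell (9 and 5 adjusted over the list alone), with Nod2 at 2.19, Nlrc5 at 1.88, Nod1 at 1.59 and a median of 0.47, which was -0.15 with median centring, where 5 were higher and 6 lower (camera adjusted p = 0.116).

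The other pathway lists were not called by camera with KLA. Of 23 apoptosis genes 5 rose and 4 fell (adjusted p = 0.294), with the survival genes Bcl2a1d at 2.37 and Mcl1 at -1.09. Of 19 glycolysis and hypoxia genes 3 rose and 3 fell (adjusted p = 0.953), including the glucose transporter Slc2a1 (1.63) and Pkm (-1.25). Of 14 NRF2 and metallothionein stress genes 4 rose and 3 fell (adjusted p = 0.552), including the cystine transporter Slc7a11 (3.08), Gstm1 (-1.48) and Mt1 (-1.03). Of 19 ER stress genes 3 rose and 6 fell (adjusted p = 0.517), including Chac1 (1.83), Sdf2l1 (-1.28) and Pdia4 (-1.21). Of 13 heat shock genes 2 rose and 1 fell (adjusted p = 0.517), with Hspa4l at 1.28. Of 14 LXR targets, mostly genes of lipid transport and synthesis, 2 fell (adjusted p = 0.0836), the transporter Abcg1 (-2.15) and the lipase Lpl (-0.57). Of 19 ribosomal protein genes 1 rose and 3 fell (adjusted p = 0.657), and of 10 housekeeping genes 4 fell (adjusted p = 0.124), with Gusb at -0.90, Hprt at -0.49 and B2m at -0.30. Among 9 receptors proposed for hBD3, of which 3 were detected, the chemokine receptor Cxcr4 fell by 2.96 and Tlr1 rose by 1.26, beside Tlr2 (list adjusted p = 0.552). Adjusted over the list alone, the members higher and lower were 7 and 4 for apoptosis, 3 and 3 for glycolysis, 5 and 3 for NRF2, 4 and 6 for ER stress, 2 and 1 for heat shock, 0 and 2 for LXR targets, 1 and 3 for ribosomal genes, 1 and 4 for housekeeping genes and 2 and 1 for the receptors. With median centring, over all probes, they were 1 and 5 for NRF2, 1 and 8 for ER stress and 0 and 5 for LXR targets. The LXR list passed there by camera (adjusted p = 0.0469), though not with an estimated correlation (0.439).

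Markers of other cells that a marrow culture could hold were mostly undetected. Of 13 neutrophil markers 3 were detected in all arrays of a group and rose (3 adjusted over the list alone). They were Lcn2, S100a8 (1.44) and Camp (at least 2.17-fold, adjusted p = 0.0001). Camera gave the list adjusted p = 0.15, and with median centring 0.0248, or 0.16 with an estimated correlation. Of 12 dendritic cell markers 1 rose, the transcription factor Batf3 (1.04; 3 adjusted over the list alone, list adjusted p = 0.34). Of 14 stromal cell markers 1 rose, Pdgfrb (at least 2.27-fold, adjusted p = 0.000188; 1 adjusted over the list alone, list adjusted p = 0.552). With limma, 0 of 12 T and NK cell markers, 0 of 10 B cell markers, 0 of 7 erythroid markers and 0 of 8 mast cell markers were called, 0 also adjusted over the list alone. At an unadjusted p under 0.05 these lists held 0, 1, 0 and 0 genes, and camera gave adjusted p = 0.953, 0.953, 0.614 and 0.953.

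In all, limma called 6717 probes with KLA, 3095 higher and 3622 lower, naming 4544 genes, and 1906 of them changed at least 2-fold, 950 up and 956 down. Without the replicate 3 arrays of KLA, untreated and hBD3 the count was 7109. With median centring in place of quantile normalization 15% of 8509 called probes were higher, against 46.1% here, and 4601 probes were called in both. Of the genes named above, median centring ended the calls of Tlr2, Tyms (adjusted p = 0.0811), Hsd17b7 (0.0648), Fdps (0.0864), S100a8 (0.057) and Batf3 (0.0619). With KLA replicate 1 alone as the KLA group 4380 probes were called.

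**Figure D1:**
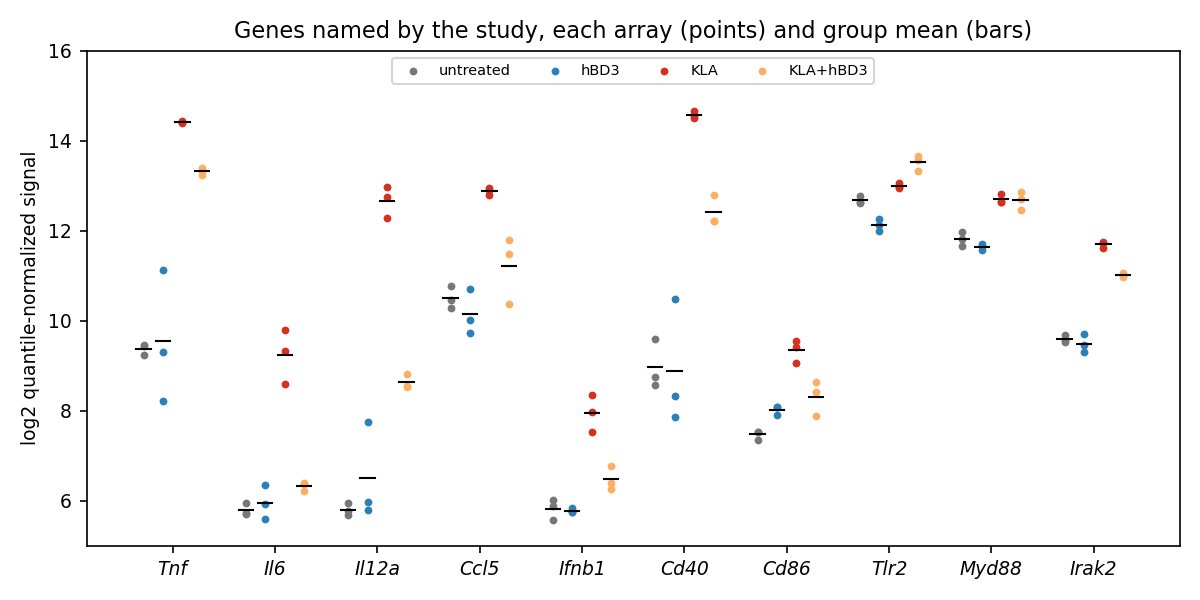
Log2 quantile-normalized signal of the 10 measured genes that the study names; each point is an array, each bar the mean of the 3 arrays of a group. With KLA, Tnf lay near 14.4 in all 3 arrays, and hBD3 replicate 1 (11.1) lay apart from the other hBD3 arrays (9.31 and 8.21).

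The comparison of KLA plus hBD3 with untreated cells shows what remained of the response when the peptide was present. Cxcl1 rose by 5.57 ± 0.75 (adjusted p = 0.00158), Cxcl2 by 5.15 ± 0.73 (adjusted p = 0.0022), Tnf by 3.94 ± 0.50 (adjusted p = 0.0011) and Il1b by 3.81 ± 0.48 (adjusted p = 0.001; SE, n = 3 per group). The largest fall was that of Tmem273 (-1.75 ± 0.15, adjusted p = 0.00012), followed by Vsir, an inhibitory receptor of the immunoglobulin family (-1.73 ± 0.17).

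Il1a rose at least 14-fold (adjusted p = 0.00718), Cd40 by 3.44 ± 0.53 (adjusted p = 0.00349), Socs3 by 3.30 ± 0.19 (adjusted p = 1.14e-05) and Cxcl10, a T cell attractant, by 3.19 ± 0.52. Lower were also the polysialyltransferase St8sia4 (-1.66 ± 0.13), Sptssa, a subunit of the first enzyme of sphingolipid synthesis (-1.59 ± 0.19), the mitochondrially encoded ATP6 (-1.56 ± 0.22), the metallothionein Mt1 (-1.52 ± 0.23), 5031439G07Rik (-1.56 ± 0.13) and Hmga2-ps1 (-1.51 ± 0.14). The 8 genes with the largest fall had adjusted p between 5.56e-05 and 0.00316. Of the 10 genes the study names 7 rose and 0 fell (8 adjusted over the list alone, not independent evidence), with a median of 0.86, the same with bounds (camera adjusted p = 2.27e-12). Besides Tnf and Cd40 these were Il12a (at least 5.87-fold, adjusted p = 0.00203), Irak2 (1.42), Myd88 (0.86), Tlr2 (0.85, adjusted p = 0.000612) and Cd86 (0.84, adjusted p = 0.0177). The call of Cd86 was lost without KLA plus hBD3 replicate 1 or 2 (adjusted p = 0.0762 and 0.0866) and without untreated replicate 1 or 3 (0.0649 and 0.0509). Ccl5 stood at 0.71 (adjusted p = 0.316). Ifnb1 and Il6 were undetected in untreated cells and stood at least 1.32-fold (adjusted p = 0.083, and 0.0161 with a replicate block) and 1.20-fold higher (adjusted p = 0.327), with Il6 detected in 2 of 3 arrays with KLA plus hBD3. In a fit of only these 6 arrays, chosen after seeing the data, Il6 and Ifnb1 passed (adjusted p = 0.0134 and 0.0427).

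The inflammatory gene lists that held with an estimated correlation were the 6 of cytokines, Toll-like receptor pathway, NF-kB, feedback, effector and study-named genes, of which 0 held there with median centring. Of 21 cytokines 9 rose (12 adjusted over the list alone), with a median of 0.66 (0.89 with bounds, camera adjusted p = 3.72e-11). Of 20 NF-kB genes 11 rose (17 adjusted over the list alone), such as Nfkbiz (2.05), Nfkbia (1.76) and Nfkbie (1.70), with a median of 0.84 (0.85 with bounds, adjusted p = 5.89e-16). Of 23 effector genes 10 rose (15 and 1 lower adjusted over the list alone), including the itaconate-forming enzyme Acod1 (2.72), Il4i1 (2.20) and Saa3 (1.38), with a median of 0.92 (1.05 with bounds, adjusted p = 9.8e-12). Of 26 feedback genes 9 rose and 1 fell (11 and 3 adjusted over the list alone), with Dusp2 at 2.87, Gadd45b at 1.77, Ier3 at 1.55 and a median of 0.22 (0.43 with bounds, adjusted p = 7.14e-06). Of 29 Toll-like receptor pathway genes 8 rose and 1 fell (10 and 1 adjusted over the list alone, adjusted p = 0.000872), among them Irak3 (1.02) and Tlr4, the receptor for KLA (-1.02); the median of 0.23, the same with bounds, turned to -0.27 with median centring (1 higher, 7 lower, adjusted p = 0.363). With median centring the medians were 0.34 for cytokines, 0.25 for NF-kB genes (5 higher), 0.42 for effector genes (5 higher), 0.09 for feedback genes (6 higher, 4 lower) and 0.48 for the study-named genes (4 higher).

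Other lists called by camera were lost with an estimated correlation. Of 47 interferon-stimulated genes 17 rose (26 adjusted over the list alone), including Mx2 (1.81), Gbp5 (1.66) and Gbp3 (1.63), with a median of 0.60 (0.71 with bounds, adjusted p = 1.94e-12, and adjusted p = 0.183 with an estimated correlation). With median centring 1 of these 47 was higher and the median was 0.06. Of 19 chemokines 7 rose (7 adjusted over the list alone), with Ccl4 at 2.89 and a median of 0.50 (0.71 with bounds, 0.15 with median centring, adjusted p = 2.14e-06, and adjusted p = 0.1 with an estimated correlation). The medians of the co-stimulation genes (0.16, 8 higher and 1 lower), NOD-like receptors (0.44, 6 higher), apoptosis genes (0.11, 5 higher) and cholesterol genes (0.31, 3 higher and 1 lower) turned to -0.09, -0.14, -0.30 and -0.11 with median centring, where 4, 1, 1 and 0 were higher and 4, 4, 3 and 1 lower. These lists had camera adjusted p = 0.000969, 0.00222, 0.0213 and 0.000928, and adjusted p = 0.101, 0.162, 0.0864 and 0.256 with an estimated correlation. With median centring they gave adjusted p = 0.313, 0.702, 0.373 and 0.849. Cd69 (2.69), Cd274 (1.79), Icam1 (1.68), Nod2 (1.58), Casp1 (0.76), Fas (1.58) and Fdps (1.00) rose among them, and the apoptosis call was lost without untreated replicate 2 (adjusted p = 0.0615). Of 36 oxidative phosphorylation genes 5 fell (10 adjusted over the list alone), with Atp5a1 at -1.23 and a median of -0.23 (-0.24 with bounds, adjusted p = 2.14e-06, and adjusted p = 0.183 with an estimated correlation), where median centring gave 23 lower and a median of -0.75. Of 25 lysosome genes 6 fell (9 adjusted over the list alone), with Atp6v1a at -1.29, Npc2 at -1.24 and a median of -0.11, the same with bounds (adjusted p = 0.00114, and adjusted p = 0.0864 with an estimated correlation), where median centring gave 14 lower and a median of -0.76. Of 33 cell cycle genes 5 fell (8 adjusted over the list alone), with E2f1 at -0.55 and a median of -0.05 (-0.03 with bounds, and -0.39 with 9 lower with median centring). Their call (adjusted p = 0.00554, and adjusted p = 0.463 with an estimated correlation) was lost without KLA plus hBD3 replicate 2 (adjusted p = 0.0643) and without untreated replicate 1 (0.235). Macrophage markers as a list were not called (adjusted p = 0.271), with 3 of 17 lower, among them Csf1r (-0.89), and 1 higher. Their median was -0.17, and with median centring it was -0.70, with 8 lower and 0 higher. The list was then called by camera (adjusted p = 0.013), though not with an estimated correlation (0.452).

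In all, 1986 probes were called with KLA plus hBD3 against untreated cells, 888 higher and 1098 lower, naming 1521 genes, and 352 changed at least 2-fold. With a replicate block 3065 were called, 1318 higher and 1747 lower. The count was 2748 without the replicate 3 arrays of KLA, untreated and hBD3. With median centring 5.23% of 6180 called probes were higher, against 44.7% here, and 1232 were called in both. It ended the calls of Irak3 (adjusted p = 0.433), Myd88 (0.342), Tlr2 (0.25), Cd86 (0.566), Mx2 (0.0597), Gbp3 (0.0703), Casp1 (0.499) and Fdps (0.302). The count was 1201 without untreated replicate 3, 978 without KLA plus hBD3 replicate 1 and 888 without KLA plus hBD3 replicate 2.

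The direct comparison of KLA plus hBD3 with KLA asks which parts of the response differed when the peptide was added. Several of the genes that KLA had lowered most were higher with hBD3, and many cytokine and effector genes that KLA had raised were lower. Cx3cr1 was higher by 3.41 ± 0.17 (adjusted p = 7.29e-07) and Zfp36l1 by 3.37 ± 0.13 (adjusted p = 1.78e-07; SE, n = 3 per group). Il12a fell by 4.04 ± 0.40 on the log2 scale (adjusted p = 6.32e-05), and the signalling inhibitor Cish stood at -3.49 ± 0.21 (adjusted p = 3.51e-06) and Lcn2 at -3.44 ± 0.27 (adjusted p = 1.57e-05). Il6, detected in 2 of 3 arrays with KLA plus hBD3, fell by 2.91 ± 0.25 (adjusted p = 2.75e-05).

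Also among the 12 genes with the largest rise were Sesn1 (2.97 ± 0.15), P2ry6 (2.84 ± 0.21), Apobec1 (2.60 ± 0.19), St6gal1 (2.52 ± 0.14), Gpr162, detected in 2 of 3 KLA arrays (2.47 ± 0.26), Fos, an immediate early transcription factor (2.44 ± 0.17), Ypel3 (2.25 ± 0.21), Tmem86a (2.18 ± 0.16), the interleukin-6 receptor Il6ra (2.06 ± 0.18) and Lpxn (1.98 ± 0.13). Their adjusted p lay between 7.29e-07 and 0.000104. Lower were Hdc (-3.22 ± 0.26), Shisa3 (-3.21 ± 0.24), Il27 (-3.07 ± 0.24), the aggrecan-cleaving protease Adamts4 (-3.04 ± 0.30), Mmp13 (-3.02 ± 0.36), Il4i1 (-2.98 ± 0.32) and AA467197 (-2.96 ± 0.28), with adjusted p between 1.04e-05 and 0.000277. Csf2, a growth factor for granulocytes and macrophages, fell at least 6.29-fold to below detection (adjusted p = 1.86e-05). Il1a fell by 3.45 ± 0.68 (adjusted p = 0.0079), a call lost with neqc (adjusted p = 0.062).

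Of the 10 genes the study names 7 fell and 1 rose (7 and 1 adjusted over the list alone, not independent evidence), with a median of -1.29, the same with bounds (camera adjusted p = 3.34e-06, and adjusted p = 0.0888 with an estimated correlation). Besides Il12a and Il6, lower were Ccl5 (-1.67, adjusted p = 0.00657), Ifnb1 (-1.47, adjusted p = 0.000441), Cd86 (-1.02, adjusted p = 0.00291), Irak2 (-0.68, adjusted p = 0.000732) and Cd40 (-2.16 ± 0.53, adjusted p = 0.0269). Tlr2 was higher by 0.53 (adjusted p = 0.00577, and 0.986 with median centring), and Myd88 stood at -0.02 (adjusted p = 0.976). The call of Cd40 was lost with neqc (adjusted p = 0.0729), with median centring (0.0658), without KLA replicate 1, 2 or 3 (0.0775, 0.0668 and 0.0625) and without KLA plus hBD3 replicate 1, 2 or 3 (0.0507, 0.0995 and 0.0966). Tnf stood at -1.10 ± 0.50 (adjusted p = 0.316). In a fit of only the 6 KLA and KLA plus hBD3 arrays, chosen after seeing the data, the same difference in Tnf had an SE of 0.07 (adjusted p = 0.000485) and Cd40 passed as well (adjusted p = 0.000574). Tnf lay between 8.21 and 11.1 on the log2 scale in the hBD3 arrays, which the fit of 12 arrays counts in its spread.

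Several inflammatory lists were lower with KLA plus hBD3 than with KLA. Of 21 cytokines 15 fell and 0 rose (17 adjusted over the list alone; 18 at an unadjusted p under 0.05), with a median of -1.68 (-1.69 with bounds, camera adjusted p = 2.24e-21). Of 23 effector genes 13 fell (16 adjusted over the list alone), with a median of -1.01 (-1.26 with bounds, adjusted p = 4.92e-16). Of 20 NF-kB genes 7 fell (8 adjusted over the list alone), such as Zc3h12a (-1.78), Nfkbiz (-1.50), Traf1 (-1.27) and Tnfaip3 (-1.26), with a median of -0.28 (-0.27 with bounds, adjusted p = 2.17e-07). Of 26 feedback genes 9 fell and 2 rose (13 and 4 adjusted over the list alone), with Dusp2 at -2.25, Socs3 at -1.99 and a median of -0.38 (-0.51 with bounds, adjusted p = 1.47e-05). Of 29 Toll-like receptor pathway genes 10 fell and 2 rose (12 and 3 adjusted over the list alone), with Map3k8 at -1.25, Irak3 at -1.11, Ticam1 at -0.86 and a median of -0.14 (-0.18 with bounds, adjusted p = 0.000894). Of 19 chemokines 6 fell and 1 rose (10 and 2 adjusted over the list alone), with Cxcl9 at -1.74, Ccl7 at -1.34 and Ccl17 at least 4.88-fold lower (adjusted p = 1.54e-05). Their median was -0.61 (-1.10 with bounds, adjusted p = 1.78e-05, and adjusted p = 0.131 with an estimated correlation). Of 47 interferon-stimulated genes 4 fell (9 and 1 higher adjusted over the list alone), including Gbp5 (-1.92) and Oasl1 (-1.24), with a median of -0.25 (-0.30 with bounds, adjusted p = 7.59e-05, and adjusted p = 0.48 with an estimated correlation). Of 13 heat shock genes 4 fell (5 adjusted over the list alone), such as Hspa4l (-1.24) and Hsp90aa1 (-0.98), with a median of -0.32 (-0.34 with bounds, adjusted p = 0.0055, and adjusted p = 0.182 with an estimated correlation). With median centring the medians were -0.55 for NF-kB genes and -0.33 for the Toll-like receptor pathway (7 lower, 0 higher), and 2 interferon-stimulated and 2 heat shock genes were lower. Of 18 NOD-like receptor and inflammasome genes 1 rose and 1 fell (3 and 3 adjusted over the list alone), with a median of -0.03 (adjusted p = 0.89).

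Macrophage markers, lysosome genes and LXR targets were higher with KLA plus hBD3 than with KLA. Of 17 macrophage markers 8 rose and 1 fell (10 and 1 adjusted over the list alone), including the Fc receptor Fcgr1 (1.59) and C1qc (1.27), with a median of 0.73 (0.81 with bounds, camera adjusted p = 7.33e-06). Of 25 lysosome genes 9 rose (12 and 1 lower adjusted over the list alone), among them the hydrolases Gusb (0.91) and Hexa (0.75), the membrane protein Lamp1 (0.63) and Tfeb (at least 1.39-fold, adjusted p = 0.00531), with a median of 0.32, the same with bounds (adjusted p = 1.35e-05). Of 14 LXR targets 5 rose (6 adjusted over the list alone), including Lpl (0.75) and the phospholipid-remodelling Lpcat3 (0.64), with a median of 0.59 (0.63 with bounds, adjusted p = 0.00103). These 3 lists and the cytokine, Toll-like receptor pathway, NF-kB, feedback and effector lists were the 8 that held with an estimated correlation, and with median centring the cytokine and effector lists held (adjusted p = 0.0275 and 0.0145). With median centring 5 macrophage markers were called higher, and 0 lysosome genes and 0 LXR targets, with medians of 0.18 and 0.33 for these 2 lists, and the lysosome call was lost (adjusted p = 0.062), as were those of Gusb (0.112), Hexa (0.321), Lamp1 (0.852), Tfeb (0.169), Lpl (0.693), Lpcat3 (0.32) and Trem2 (0.0579). Of 17 cholesterol synthesis genes 1 rose, with a median of -0.10 (adjusted p = 0.624). Outside the called lists, Pparg (1.37), Stab1 (1.06), Trem2 (0.98), Cxcr4 (1.86) and the antigen-loading factor H2-DMa (1.42) rose, while Slc7a11 (-1.86), Batf3 (-1.37), Slamf1 (at least 3.47-fold lower, adjusted p = 7.93e-06) and Pdgfrb (at least 2.09-fold lower, adjusted p = 0.000559) fell. The co-stimulation list, with 8 of 24 genes lower and 2 higher, had a median of 0.05 (-0.12 with median centring) and a mean of -0.28. Camera gave adjusted p = 0.192. With median centring it gave 0.000552, toward lower values, and 0.317 with an estimated correlation.

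In all, 3165 probes were called between KLA plus hBD3 and KLA, 1587 higher and 1578 lower, naming 2281 genes, and 754 changed at least 2-fold, 335 up and 419 down. The count was 4048 without the replicate 3 arrays of KLA, untreated and hBD3. With median centring 44.2% of 1216 called probes were higher, against 50.1% here, and 1175 were called in both. With KLA replicate 1 alone as the KLA group the count was 1763.

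The study also compares how widely expression changed under each treatment. The SD of the log2 fold change over all probes was 0.449 with KLA, 0.254 with KLA plus hBD3 and 0.168 with hBD3, against 0.150 in simulated unchanged groups. Of the 6717 probes called with KLA, 6392 (95.2%) were nearer to untreated when hBD3 was present, and 2861 were called between KLA plus hBD3 and KLA. Of these, 2857 were nearer to untreated and 4 farther, with 1422 raised by KLA and lower with hBD3 and 1435 lowered by KLA and higher with hBD3. The KLA arrays enter both steps, and in 20 simulations without an effect of hBD3 59.7% to 61.1% of the probes were nearer and at most 1 was called. With probes chosen on 1 KLA array and read against the other KLA arrays, a check chosen after seeing the data, 87.8% to 91.3% were nearer, and of 1923, 1899 and 2208 called there 1920, 1886 and 2198 were nearer. The retained share was 0.433, with a range of 0.406 to 0.470 when each array was left out in turn. They enter the share in the same way. With probes chosen on 1 replicate and the share taken from the others it was 0.415 to 0.458, and with different untreated arrays for each treatment 0.402 to 0.439. With median centring the share was 0.591.

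Taken list by list, the share of the KLA change that was kept depended on the normalization. With quantile normalization it was 0.131 for the macrophage markers (0.0674 to 0.184 when each array was left out in turn), whose mean change was -0.92 with KLA and -0.12 with KLA plus hBD3. Effector genes kept 0.401, cytokines 0.438, lysosome genes 0.442, Toll-like receptor pathway genes 0.507, feedback genes 0.517, NF-kB genes 0.609 and chemokines 0.620. Interferon-stimulated genes kept 0.687 (0.589 to 0.833) and NOD-like receptors 0.844 (0.772 to 0.961). With median centring it was 0.493 for macrophage markers, 0.255 for effector genes, 0.378 for cytokines, 0.844 for lysosome genes, 0.215 for feedback genes, 0.334 for NF-kB genes, 0.514 for chemokines and 0.299 for interferon-stimulated genes, in another order. There the mean change with KLA was 0.06 for the Toll-like receptor pathway and 0.13 for NOD-like receptors, too small for a share. These shares were not tested against each other.

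**Figure D2:**
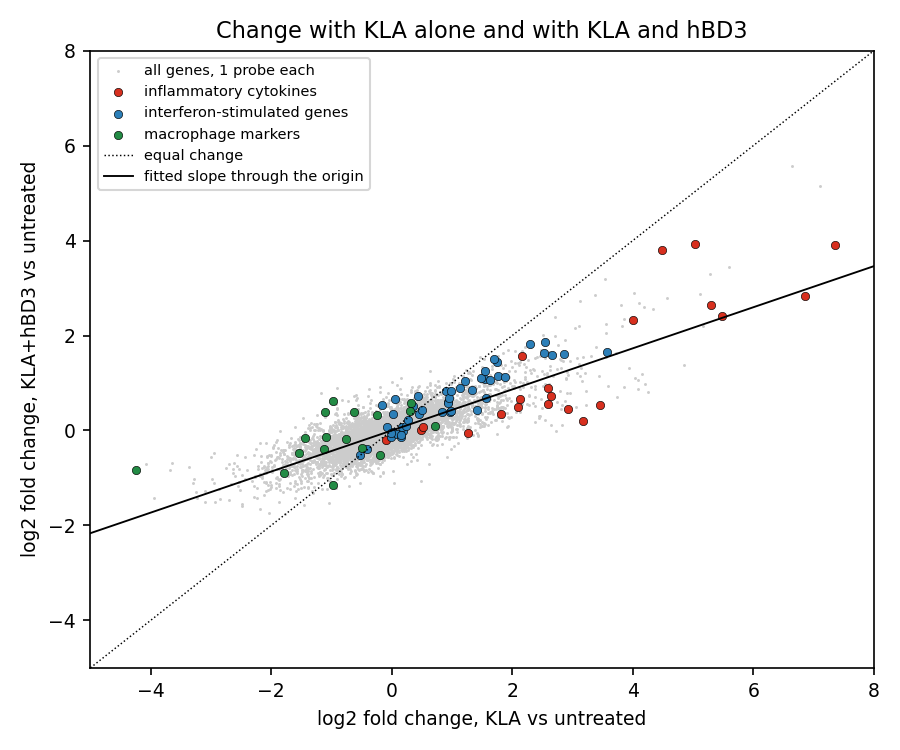
Log2 fold change with KLA plus hBD3 (vertical axis) against that with KLA (horizontal axis), both against untreated cells, for 19057 genes with 1 probe each; the solid line has the slope of 0.433 fitted to the called probes and the dotted line marks equal change. Inflammatory cytokines with a large rise lie below the dotted line.

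**Figure D3:**
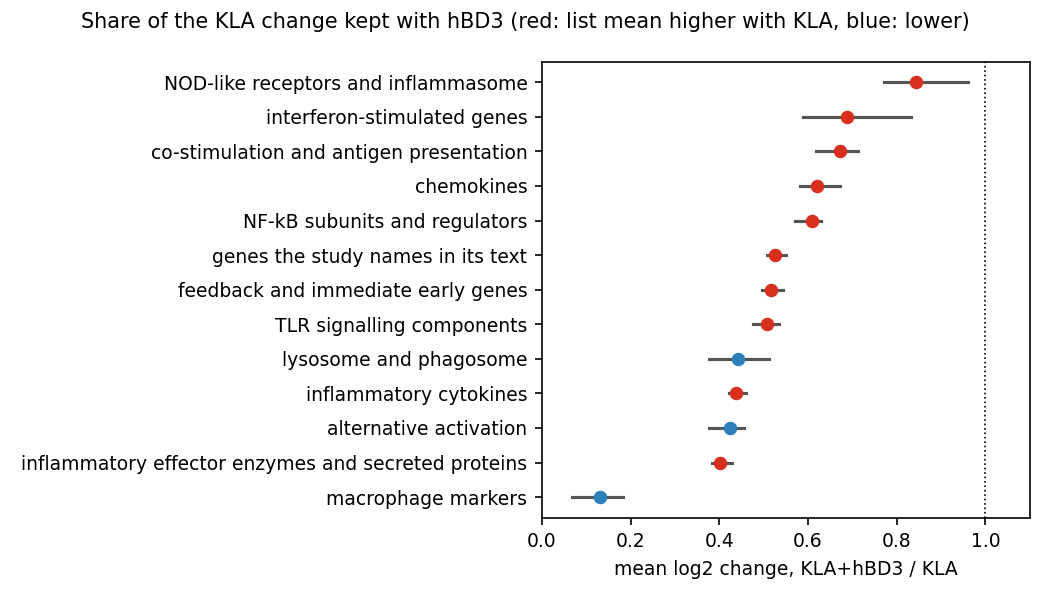
Mean log2 change with KLA plus hBD3 divided by that with KLA over the detected members of each list, with quantile normalization (horizontal axis, no unit); bars span the lowest and highest value when each array was left out in turn. The points run from 0.131 for macrophage markers to 0.844 for NOD-like receptors.

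Both treatments were compared with the same untreated arrays, which alone makes their changes resemble each other. Across probes, which are not independent replicates, the log2 fold changes with KLA and with KLA plus hBD3 correlated at 0.768, against 0.499 in simulated unchanged groups sharing their controls, and their covariance was 0.0876 against 0.0112. A total of 816 probes were called higher in both (60.7 if the calls were independent), 954 lower in both (87.8 if independent) and 8 in opposite directions. The changes with KLA and with hBD3 alone correlated at 0.0916, below the simulated value. The simulations drew noise for each array independently, while same-numbered arrays shared deviations. They are thus no exact reference for either correlation.

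hBD3 alone was compared with untreated cells to see whether the peptide itself changed expression. The clearest difference was a fall of Gpr84, a receptor for medium-chain fatty acids that KLA raised by 2.50 (adjusted p = 3.80e-08). Gpr84 averaged 10.57 ± 0.08 in untreated cells and 9.39 ± 0.21 with hBD3 (SD, n = 3), a log2 difference of -1.18 ± 0.10 (SE, adjusted p = 0.0054). The only other probe called was of the linker histone gene H1f2, chosen after its values were seen, at 0.89 ± 0.09 (adjusted p = 0.0124). A second probe of each gene was not called, at -0.91 (adjusted p = 0.119) for Gpr84 and 0.57 (adjusted p = 0.462) for H1f2. Leaving out each untreated or hBD3 array in turn, H1f2 had adjusted p between 0.0318 and 0.141 and was called only without untreated replicate 1.

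The genes that the naming rule took next by smallest p were not called. These were the kinase Prkd2 (0.61), the NAD-forming enzyme Naprt (0.49), the adhesion molecule Jaml (0.72) and the transcription factor Tcf4 (0.60), all with adjusted p = 0.141, and Rapgef5 (-0.70, adjusted p = 0.101), Marcksl1 (-0.97, adjusted p = 0.141) and Ppp1r9b (-0.75, adjusted p = 0.141). Of the 10 genes the study names 0 were called (limma; 2 at an unadjusted p under 0.05; 1 higher and 1 lower adjusted over the list alone), with Tlr2 at -0.54 (adjusted p = 0.15), Cd86 at 0.55 (adjusted p = 0.48) and Tnf at 0.17 (adjusted p = 0.97). The cytokine list averaged 7.27 in hBD3 replicate 1, against 6.64 and 6.52 in the other hBD3 arrays and 6.54 to 6.61 in untreated cells (list adjusted p = 0.219).

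By camera, 4 lists were called, and 0 of them held with an estimated correlation or with fry; limma called 0 of their members. The Toll-like receptor pathway (median -0.11, adjusted p = 0.0244, and adjusted p = 0.266 with an estimated correlation) had 8 of 29 members at an unadjusted p under 0.05, and 1 higher and 1 lower adjusted over the list alone. The NF-kB list (median -0.11, adjusted p = 0.0244, and adjusted p = 0.415 with an estimated correlation) had 9 of 20, and 1 higher and 4 lower adjusted over the list alone, and Nfkbie stood at -0.98. The NRF2 and metallothionein list (median -0.10, adjusted p = 0.0287, and adjusted p = 0.266 with an estimated correlation) had 6 of 14, and 4 lower adjusted over the list alone, and Slc7a11 stood at -0.71. The stromal markers (median 0.28, adjusted p = 0.0244, and adjusted p = 0.712 with an estimated correlation) had 1 of 14, and 0 adjusted over the list alone, with Sparc at 2.01, Col1a1 at 1.88 and Acta2 at 1.34, none of them called. With undetected members at their bound the medians were -0.13, -0.12, -0.04 and 0.40. Without hBD3 replicate 3, the array with the high stromal markers, the adjusted p was 0.105 for the Toll-like receptor pathway, 0.105 for NF-kB, 0.0673 for NRF2 and 0.723 for the stromal markers. The Toll-like receptor call was also lost without untreated replicate 1 (0.119), the NRF2 call without hBD3 replicate 2 (0.0889) or untreated replicate 2 (0.0923), and the stromal call without untreated replicate 2 (0.0801). With a replicate block 3 more lists were called, the interferon-stimulated (adjusted p = 0.0117), co-stimulation (0.0488) and cholesterol genes (0.0483), of which 0 held with an estimated correlation (0.712, 0.467 and 0.385). With median centring 14 lists were called, 13 toward lower and 1 toward higher values, such as the Toll-like receptor pathway (adjusted p = 8.48e-05), lysosome (0.000853), co-stimulation (0.0102), ER stress (0.0102), oxidative phosphorylation (0.0119) and interferon-stimulated genes (0.0151), and 0 of the 14 held with an estimated correlation.

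In all, 2 probes were called with hBD3 alone by limma and 3309 had an unadjusted p under 0.05, while a replicate block gave 15, 11 higher and 4 lower (4219 at an unadjusted p under 0.05), both probes of Gpr84 among them (adjusted p = 0.0138 and 0.0414). With the block in only the KLA, untreated and hBD3 arrays, chosen after seeing the data, 85 were called, 40 higher and 45 lower, with Prkd2, Rapgef5 and Ppp1r9b among them (adjusted p = 0.0488 each), and 53 were called without the replicate 3 arrays of KLA, untreated and hBD3. With median centring 0 were called (5034 at an unadjusted p under 0.05; Gpr84 adjusted p = 0.3), and in a fit of only the hBD3 and untreated arrays 0 (2962), where Gpr84 had an adjusted p of 0.208. Gpr84 was called without any single one of the 12 arrays except untreated replicate 3 (adjusted p = 0.0603), and the count was 0 without untreated replicate 3 (3764 at an unadjusted p under 0.05) and 1 without untreated replicate 2 or hBD3 replicate 1, 2 or 3.

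**Figure D4:**
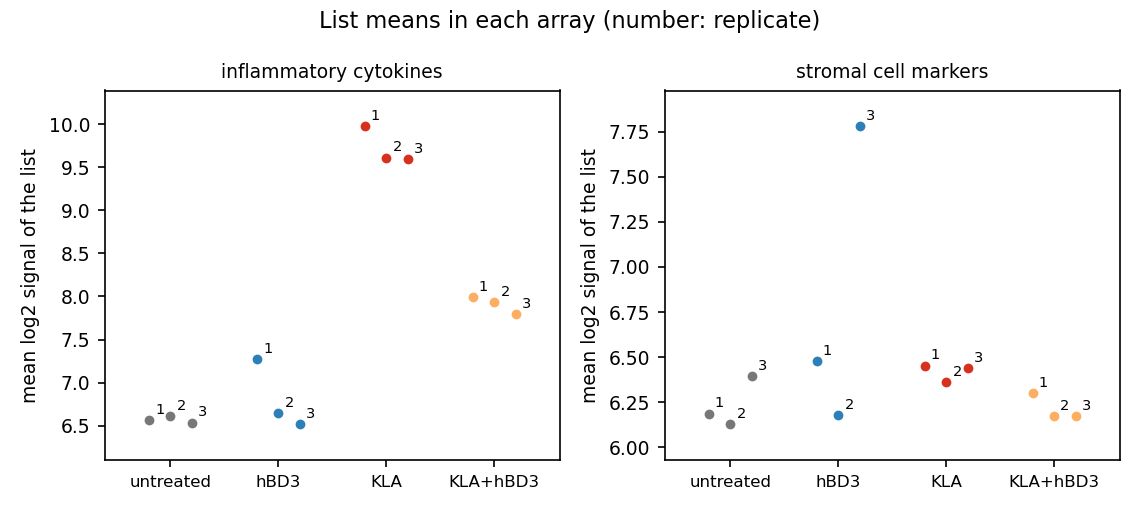
Mean log2 signal of the inflammatory cytokines (left) and stromal cell markers (right) in each array, numbered by replicate within its group. For cytokines every KLA plus hBD3 array lies below the KLA arrays, which span 9.59 to 9.98, and hBD3 replicate 3 stands at 7.78 for stromal markers.

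The interaction tests whether the effect of hBD3 differed between cells with and without KLA. It called 1542 probes with limma, 753 higher and 789 lower, naming 1172 genes. Mmp13 stood at -4.17 ± 0.51 (SE, n = 3 per group, adjusted p = 0.001) and Cx3cr1 at 3.45 ± 0.24 (adjusted p = 3.76e-05). Il12a stood at -4.74 ± 0.56 (adjusted p = 0.000758), a value that takes in hBD3 replicate 1 at 7.75, against 5.96 and 5.79 in the other hBD3 arrays and 5.69 to 5.95 in untreated cells. Of the genes the study names, Il6 (-3.07, adjusted p = 0.000667), Cd86 (-1.57, adjusted p = 0.00407), Ifnb1 (-1.43, adjusted p = 0.012) and Irak2 (-0.57, adjusted p = 0.0356) were lower and Tlr2 was higher (1.07, adjusted p = 0.00146). Untreated cells had no detected Il12a, Il6 or Ifnb1, 1 of 3 hBD3 arrays detected Il12a and Il6, and 2 of 3 KLA plus hBD3 arrays detected Il6. Cd40 (-2.08, adjusted p = 0.222), Ccl5 (-1.31, adjusted p = 0.197, and 0.0497 with a replicate block), Tnf (-1.27, adjusted p = 0.529) and Myd88 (0.14, adjusted p = 0.806) were not called. The call of Irak2 was lost without untreated replicate 1 or 2 (adjusted p = 0.0865 and 0.0772), hBD3 replicate 1 or 2 (0.0526 and 0.0673), KLA replicate 1, 2 or 3 (0.0528, 0.0764 and 0.0708), KLA plus hBD3 replicate 1, 2 or 3 (0.0773, 0.0637 and 0.0962), or with neqc (0.0547), and held without untreated replicate 3 or hBD3 replicate 3.

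Median centring ended the calls of Tlr2 (adjusted p = 0.118), Cd86 (0.0605), Ifnb1 (0.13) and Irak2 (0.479). The interaction count was 1751 without the replicate 3 arrays of KLA, untreated and hBD3. With median centring it was 425, of which 60.5% were higher against 48.8% here and 388 were called in both, and with KLA replicate 1 alone it was 984.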

Values the study reported

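The study reports 5494 genes that differed with KLA from unstimulated macrophages at an adjusted p-value under 0.05. It reports 1779 such genes with KLA plus hBD3. With hBD3 alone it reports no such genes.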

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

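Of the tests in this part, the comparison of the KLA arrays titled with HBD3, the regroupings of the untreated and hBD3 arrays, the lists and the single factor after median centring, the scaling test without the replicate 3 arrays and the counts without those arrays were chosen after the results were seen.

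The effect of hBD3 differed with and without KLA for 1542 probes, by the interaction test, and the genes and lists here stand out for that difference. The largest positive values were those of Cx3cr1 (3.45 ± 0.24 on the log2 scale, SE, n = 3 per group), Zfp36l1 (3.20 ± 0.18), Fos (2.91 ± 0.24), Gpr162 (2.63 ± 0.37), Apobec1 (2.58 ± 0.28), P2ry6 (2.50 ± 0.30), the receptor ligand Pianp (2.47 ± 0.41) and St6gal1 (2.40 ± 0.21). Gpr162 and Pianp were detected in 2 of 3 KLA arrays. The largest negative values were those of Il12a (-4.74 ± 0.56), Il1a (-4.64 ± 0.96, adjusted p = 0.0212), Mmp13 (-4.17 ± 0.51), Adamts4 (-3.64 ± 0.43), Cish (-3.58 ± 0.30), Lcn2 (-3.37 ± 0.38), Shisa3 (-3.35 ± 0.33) and Il27 (-3.33 ± 0.34). Untreated cells had no detected Il12a, Il1a, Adamts4, Cish, Shisa3 or Il27, so the part of these 6 values that comes from hBD3 alone rests in part on signals near background. It also rests on few hBD3 arrays, since 1 of 3 detected Il12a, Adamts4, Cish, Shisa3 and Il27, and 2 of 3 Il1a. For Il12a hBD3 replicate 1 stood at 7.75, against 5.96 and 5.79 in the other hBD3 arrays. The cytokine list averaged 7.27 in hBD3 replicate 1, against 6.64 and 6.52 in the others. With undetected signals raised to the lowest detected signal of their array, a setting chosen after seeing the data, the 6 values were -4.61, -4.58, -3.40, -3.58, -3.29 and -3.25. The Il1a call was lost without KLA replicate 1 (adjusted p = 0.0579), without KLA plus hBD3 replicate 2 or 3 (0.0504 and 0.0574) and with neqc (0.0826).

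Among the lists, the interaction was negative for cytokines (median -1.78, 15 of 21 lower, camera adjusted p = 3.78e-20) and effector genes (-0.85, 11 of 23 lower, adjusted p = 3.06e-12), and positive for macrophage markers (0.66, 4 of 17 higher and 1 lower, adjusted p = 1.89e-05), lysosome genes (0.39, 5 of 25 higher, adjusted p = 6.6e-06) and LXR targets (0.41, 4 of 14 higher, adjusted p = 0.00125). These 5 calls held with an estimated correlation, and with median centring those of cytokines and effector genes did (adjusted p = 0.045 each). Adjusted over the list alone, 15 cytokines and 13 effector genes were lower, and 8 macrophage markers, 10 lysosome genes and 5 LXR targets higher. With median centring 2 macrophage markers, 1 lysosome gene and 1 LXR target were higher, and with neqc 2 LXR targets. Chemokines (-0.88, 5 of 19 lower, adjusted p = 0.000833), NF-kB genes (-0.22, 6 of 20 lower, adjusted p = 0.00304), feedback genes (-0.21, 8 of 26 lower and 2 higher, adjusted p = 0.002) and the study-named genes (-1.37, 5 of 10 lower and 1 higher, adjusted p = 0.00013, not independent evidence) lost their calls with an estimated correlation. Their values there were adjusted p = 0.232, 0.157, 0.14 and 0.157 with an estimated correlation. With median centring 2 chemokines, 3 NF-kB genes, 5 feedback genes and 2 study-named genes were lower, and with neqc 3 chemokines.

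The interferon-stimulated (-0.18, 1 of 47 lower, adjusted p = 0.0435), alternative activation (0.18, 4 of 20 higher and 1 lower, adjusted p = 0.0458) and stromal lists (-0.28, 1 of 14 lower, adjusted p = 0.0259) gave adjusted p = 0.772, 0.145 and 0.623 with an estimated correlation. The interferon call was lost without KLA replicate 1 (adjusted p = 0.169), KLA plus hBD3 replicate 3 (0.343), hBD3 replicate 1 or 2 (0.303 and 0.0863), untreated replicate 2 or 3 (0.269 and 0.176), and with neqc (0.0809). The alternative activation call was lost without KLA replicate 2 or 3 (adjusted p = 0.109 and 0.0801), KLA plus hBD3 replicate 1 or 3 (0.051 and 0.0532), hBD3 replicate 2 or 3 (0.0637 and 0.0913), untreated replicate 2 (0.129), with neqc (0.0538), and with median centring (0.0539). The stromal call was lost without hBD3 replicate 3 (adjusted p = 0.149) or untreated replicate 2 (0.0658).

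Among 100 ways of splitting the arrays, the real one included, 4 gave an interaction count as high as the real 1542. The highest other split gave 2005, and all 3 other splits with as many kept the KLA arrays apart from the KLA plus hBD3 arrays, as did 11 of the splits drawn. The highest count of a split that mixed these arrays was 1. The count thus follows the difference between KLA and KLA plus hBD3, and says nothing of chance in the interaction apart from it. With those arrays kept as labelled, 6 of 20 regroupings of the untreated and hBD3 arrays, the real one included, gave as many, and the lowest of the others gave 989. Each regrouping keeps the difference between KLA and KLA plus hBD3 in its count, so this share does not measure chance in the interaction either.

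A smaller KLA response with hBD3 had a retained share of 0.433. It is weighed here against mixed labels, normalization and a single factor for the log2 change of every KLA-responsive probe. If the 2 KLA arrays whose titles name HBD3 had received it, they would lie near the KLA plus hBD3 arrays, yet the lower of them lay 1.60 above the highest of those in mean log2 cytokine signal (SD between KLA plus hBD3 arrays 0.104). With median centring in place of quantile normalization the share was 0.591, still under 1. The normalization thus affects its size but not its side of 1. Choosing probes by their KLA change can lower the share without an effect of hBD3. With median centring it was not taken from arrays left out of that choice. A single factor for every KLA-responsive probe is argued against by 778 of 6717 probes that departed from it. Of these, 417 had a smaller and 361 a larger change than the factor gives, where 20 simulations with a single factor gave at most 1. Among probes detected on all arrays, a set not among the planned settings, fewer departed, 371 of 5034. That set leaves out probes whose changes are limited by background, and it was not simulated. Without the replicate 3 arrays 1285 of 7109 departed, and with median centring 666 of 8509, where 20 simulations gave at most 1. A weakening of KLA signalling as a whole need not give a single log2 factor, so the departures do not argue against it. An action of hBD3 that differs between genes remains open as a hypothesis.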

How the results depend on the processing

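Of the tests in this part, the 9-array fits without replicate 3 of KLA, untreated and hBD3, the block in 3 groups, the lists and named genes with median centring, the interaction with raised signals, the retained share corrected for shared noise and the fits of named genes on only the 2 groups compared were chosen after the results were seen. Counts of called probes are given in the order KLA, KLA plus hBD3, hBD3, KLA plus hBD3 against KLA, and interaction where no comparison is named. With a fold change of at least 2 they were 1906, 352, 1, 754 and 711. At an adjusted p under 0.01 the last 4 were 786, 1, 1907 and 665. Median centring gave 6180, 0, 1216 and 425 for the last 4. With KLA replicate 1 alone the KLA count was 4380, the count against KLA 1763 and the interaction 984. With 1 probe per gene, which tests fewer probes, KLA gave 4290 and hBD3 1. hBD3 gave 53 with 9 arrays and 0 with only the groups compared. Leaving out each array of the groups compared gave 5665 to 6669, 888 to 1777, 0 to 2, 2320 to 2916 and 1036 to 1490. Except for settings that use fewer arrays or probes or a stricter threshold, the cause was not tested.

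A replicate block gave 7823, 3065, 15, 4161 and 2307 called probes. Of 18 pairs of arrays with the same number 12 correlated above 0.1, and 10 of 12 arrays had their highest correlation with an array of their own number, 5 of them in every other group. The deviation shared by the replicate 3 arrays enters these correlations, but raises equal and unequal numbers of replicates 1 and 2 alike. Between groups, replicates 1 and 2 correlated more highly with their own number than with each other. KLA plus hBD3 replicate 3 did not correlate best with its own number, and the correlations cannot tell whether a set is a mouse. The block changed no call of a result reported here except those given beside it.

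The spread with KLA, 0.449, was 0.566 with neqc, 0.532 with median centring, 0.743 in detected probes, 0.555 with 1 probe per gene, 0.478 with KLA replicate 1 alone, 0.454 with 9 arrays and 0.205 as an interquartile range, and 0.451 to 0.463 leaving out each array. With KLA plus hBD3, 0.254, it was 0.321, 0.361, 0.407 and 0.302 in the first 4 of these settings, 0.180 as an interquartile range, and 0.25 to 0.276. With hBD3, 0.168, it was 0.217, 0.218 and 0.249 in the first 3, and 0.152 to 0.205. The retained share, 0.433, was 0.591 with median centring, 0.406 with KLA replicate 1 alone, 0.552 over probes called with KLA plus hBD3, 0.427 corrected for shared noise and 0.406 to 0.470 leaving out each array.

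An estimated correlation ended 29 of 57 list calls, neqc 3 of 57 and 9 arrays 4 of 57. Of named genes called, neqc ended 34 of 370, 9 arrays 17 of 370, and only the 2 groups compared 16 of 297, while 9 of 182 not called passed in the last. Leaving out an array ended 29 of 414 list calls and 346 of 2658 gene calls. Median centring apart, signs changed in 86 of 1952 list values and 51 of 7141 gene values, of which 0 were called in either fit. With median centring the median of 7 of 57 called lists turned and 9 calls ended, while 21 of 103 lists not called passed, and 5 of 69 calls there held with an estimated correlation. It ended 102 of 370 gene calls, and 9 of 226 not called passed. A total of 4 probes called with KLA in both fits had opposite directions. A BeadChip block was not run. Genes near background are limited by signal over background, since their fold changes are bounds and detection fell to 12363 probes in 1 array.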

Other observations

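Both tests of stromal markers in this part were chosen after the result was seen.

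With hBD3 alone 2 probes were called. That is higher than the value quoted from the study above, which counts genes rather than probes. In a fit of only the hBD3 and untreated arrays 0 probes were called, as with median centring, so the counts do not show a disagreement.

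The replicate 3 arrays of KLA, untreated and hBD3 departed from their group means together, with correlations across probes of 0.679 to 0.760 between pairs and SD of the deviation of 0.491 in KLA and 0.417 in hBD3. Stromal cells shared by all 3 arrays are argued against, since stromal markers deviated by 0.134 on average in KLA and untreated replicate 3, against 1.45 in hBD3 replicate 3. Different probes of a gene would move together if gene levels differed, and across 1953 genes with 2 probes the deviations of both probes correlated at no more than 0.333 in any of these arrays, against 0.858 for the KLA response. This value lies between the levels set beforehand for either reading, so signal that depends on the probe cannot be told apart from gene levels. The correlation did not follow the size of the deviation, at 0.221 in KLA replicate 3 and 0.551 in KLA plus hBD3 replicate 1, whose deviation had an SD of 0.218. A shared BeadChip could not be tested, since the chip of each array is not given, and no other explanation was tested.

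Stromal markers averaged 0.576 higher on the log2 scale with hBD3 than in untreated cells. Without hBD3 replicate 3 the difference was 0.0925, so the rise rests on that array. The markers in that array may come from stromal cells in the culture, and no other source was tested.

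With 3 arrays a group there are 10 splits of a comparison, too few for a share under 0.05. The real counts and those of the highest other split were 6717 and 0 with KLA, 1986 and 0 with KLA plus hBD3, 2 and 3 with hBD3, and 3165 and 0 between KLA plus hBD3 and KLA. The number of splits with as many called, the real one included, was 1, 1, 2 and 1.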
